A study of Homo sapiens with 4 samples. Its data were reported in "Long Noncoding RNA DICER1-AS1 Functions in Methylation Regulation on the Multi-Drugresistance of Osteosarcoma Cells via miR-34a-5p and GADD45A" (2021).

How the data were processed

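Per the labels and the study's methods, SJSA-1 and MNNG/HOS cells were infected with lentivirus, RNA was extracted with Trizol, and single-ended TruSeq libraries were sequenced on an Illumina HiSeq instrument. The extraction label also speaks of retinas, a tissue that is not part of this series. The submitters' processing notes name Bowtie 0.12.2 and the genome builds hg19 and mm8, with no role for either build. The quantifier, the gene annotation, the use of strand and the date of each library are not given in the sources used here.

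The authors deposited 1 table per cell line. Per the file headers it holds an FPKM value per gene for each of the 2 libraries, a gene length, a log2 ratio of the later library over the earlier, a p-value with its false discovery rate, and a mark of up or down. The FPKM values are given to 2 decimals, and the lowest value written is 0.01. The deposited log2 ratio equals the log2 of the 2 deposited FPKM values in every gene. The deposited p-value compares 1 library with 1 library by a test that is not given in the sources used here, and it was used only through the authors' marks. In every gene the mark follows an absolute log2 ratio of at least 1 together with a false discovery rate of at most 0.001. Genes carry Entrez identifiers, of which 16551 of 16583 in the SJSA-1 table and 15735 of 15767 in the MNNG/HOS table matched the RefSeq gene list of GRCh38. A further 645 and 616 genes (3.74% and 3.76%) carry identifiers of the sequencing provider and were never named. The 25 and 23 symbols that a spreadsheet had turned into dates were replaced from the Entrez identifier. The reference used here is of another build than hg19, so no coordinates are given.

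The SJSA-1 table reaches up to a log2 ratio of -4.7e-04 on the negative side, and the MNNG/HOS table ends at -0.0858. Genes with a ratio between that value and 0 were not analysed here for MNNG/HOS. The next interval of the same width held 449 genes, 387 of them with at least 1 FPKM in both libraries. The absent genes would enter no count of 2-fold differences where the ratios were neither centred nor adjusted. Counts of centred or adjusted ratios can change with them. Their absence also affects the number of genes considered, the median ratio, the random lists, the shared genes of both lines and the comparison of the lines.

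Groups were taken from the labels, which place all 4 libraries in the overexpression arm and name no vector library, so each library was its own group. Before the data were examined, the comparisons, the tests, the 46 gene lists, the rule for naming genes and a set of alternatives were fixed. That plan assumed read counts with a count test. Since the tables hold FPKM, the fallback written in the same plan was used. For each gene the log2 ratio of FPKM + 0.1 was taken, and a gene was said to differ where the ratio was at least 2-fold with at least 1 FPKM in the higher library. Ratios on this scale understate the difference of genes with low levels. In the comparisons within a line, genes at the floor of 0.01 FPKM are given no fold.

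Genes were named by 5 parts of the rule. These were 9 genes of the study's pathway; in each pair the 8 genes with the largest and the 8 with the smallest ratio among differing genes with at least 2 FPKM and an official symbol; the 8 genes in each direction with the largest difference shared by both pairs, with the same minimum and symbol; up to 4 members of highest level in each list described; and between the lines the 8 genes of largest fold in each direction and the genes of the amplified region. Where fewer than 8 genes met a part, all that did are named. GADD45G was 0.33 and 0.07 FPKM in ZFF-15 and ZFF-16, under the minimum level. Some genes named by this rule and some of the gene lists are not reported here.

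Each list with at least 5 genes considered was described by its median log2 ratio and by the percentile of that median among 10000 random lists drawn from the same 10 bins of mean level. Independent lists of differing genes were taken to overlap in the product of their sizes divided by the number of genes considered in both. The lines were compared with limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.1), with genes of at least 1 FPKM in 2 libraries, Benjamini-Hochberg adjustment at 0.05 and a 2-fold minimum. Nothing in the labels says that the libraries of a line came from separate cultures. The main fit replaced each gene's own spread by a trend of spread with level across all genes (infinite prior degrees of freedom). Its p-values and standard errors (SE) therefore rest on that trend of spread between these libraries, and not on the spread of the single gene. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

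The number of reads per library was estimated from the steps between low FPKM values multiplied by gene length, over genes of 300 to 1000 bp. With the fitted step, 82.8%, 79.2%, 80.9% and 83.4% of low values in ZFF-13 to ZFF-16 fell within 0.15 of a whole read, where chance gives 30%. The 10 most abundant genes took 8.3%, 7.4%, 11.0% and 14.1% of the reads. GC content was read from the GRCh38 transcript whose length was nearest to the deposited length, for 96.0% of the genes considered in SJSA-1 and 96.3% in MNNG/HOS. The adjusted ratios are residuals from cubic terms of log2 length and GC content, centred on their median.

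The calls within a line, the random lists and the comparison of the lines were tested on simulated data, and the other steps were not. In the comparison of ZFF-14 over ZFF-13, run on 17228 genes, all 50 genes simulated at 2.5-fold were found and 0 of 50 at 1.5-fold, with 0.12% of unchanged genes called. In the comparison of ZFF-16 over ZFF-15, run on 16383 genes, these values were the same. The simulated reads varied by counting error alone, with no spread between cultures and no trend with GC content or length. The calls at these folds thus follow from the 2-fold threshold, and 0.12% is no estimate of false calls in the real libraries. Of simulated lists of 30 genes without an effect, 5.0% in SJSA-1 and 4.8% in MNNG/HOS lay outside the 95% range. With 0.5 added to the log2 ratio 99.8% and 92.8% lay above it. Lists without an effect were drawn from the same ratios as the random lists, so their share outside was set by the design. In the comparison of the lines, run on 11417 genes, 10.42% of genes simulated at 2.5-fold were found, 50% at 4-fold, 97.96% at 8-fold and 100% at 16-fold, with 0 unchanged genes called. Genes of similar level were simulated with the same spread, as the main fit assumes, and with no trend with GC content or length. These shares hold for that setting only, and 0 is no estimate of false calls in the real libraries.

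The alternatives planned were median-ratio scaling, a pseudocount of 1, no minimum level, at least 200 estimated reads, thresholds of 1.5-fold and 4-fold, and leaving out each library in the comparison of the lines. Added after the data were seen were trimmed-mean scaling (30% of ratios and 5% of levels trimmed), adjustment for GC content and length with or without level, the authors' marks, a pseudocount of 1 between the lines, and the placing of genes in the empty interval of the MNNG/HOS ratios.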

Results

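RNA was sequenced from 2 human osteosarcoma cell lines, SJSA-1 and MNNG/HOS. SJSA-1 is an established osteosarcoma line known for extra copies of the MDM2 region, and MNNG/HOS is a derivative of the HOS line that was transformed with a chemical carcinogen. The study describes both lines as resistant to several drugs. Each line gave 2 libraries, ZFF-13 and ZFF-14 from SJSA-1 and ZFF-15 and ZFF-16 from MNNG/HOS. By the series design each line received either the long noncoding RNA DICER1-AS1 or a control vector. The labels of all 4 libraries name overexpressed DICER1-AS1, and none names the vector. No library was therefore assigned to an arm, and every ratio within a line is given as the higher library number over the lower. With 1 library on each side, a difference within a line has no replicate check and no p-value.

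Gene levels were listed as FPKM, the reads of a gene scaled to the length of its transcript and to the reads of its library. For SJSA-1 17228 genes were listed and for MNNG/HOS 16383 genes. The MNNG/HOS table held no gene with a log2 ratio between -0.0858 and 0, so genes in that interval were not analysed here. This leaves the counts of genes that differed by at least 2-fold as they are where ratios were neither centred nor adjusted. It removes weakly differing genes from the totals and from the random lists. The steps between low values corresponded to 27400000 reads in ZFF-13, 27200000 in ZFF-14, 23700000 in ZFF-15 and 27800000 in ZFF-16. At these depths a level of 1 FPKM stood for 79.3, 79.0, 68.3 and 79.7 reads at the median transcript length, with a counting error of 11.2% to 12.1%. Intervals given for single libraries cover counting error only.

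DICER1-AS1 (Entrez gene 400242), the RNA named in the labels, differed more than any other gene that was higher in the later library of either line. Its level was 1.55 FPKM in ZFF-13 (95% exact Poisson interval 1.13 to 2.07, 45 estimated reads) and 438 FPKM in ZFF-14 (430 to 445, 12771 estimated reads). In MNNG/HOS it was 3.26 FPKM in ZFF-15 (2.58 to 4.03, 82 estimated reads) and 881 FPKM in ZFF-16 (871 to 892, 25754 estimated reads). On the scale used for all genes these were 265-fold and 262-fold differences. The levels in ZFF-13 and ZFF-15 go against their label of overexpressed DICER1-AS1. They were not used to assign an arm, and these libraries are named by their numbers throughout. DICER1, the microRNA-processing enzyme encoded beside DICER1-AS1 on the other strand, was 1.86 FPKM in ZFF-13 and 3.78 in ZFF-14, and 8.87 FPKM in ZFF-15 and 4.60 in ZFF-16, where the log2 ratio of -0.93 was 0.17 with the trend in GC content and length described below taken off. Whether strand was used in the counting is not given in the sources used here, so reads from DICER1 and DICER1-AS1 cannot be assigned with certainty.

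**Figure D1:**
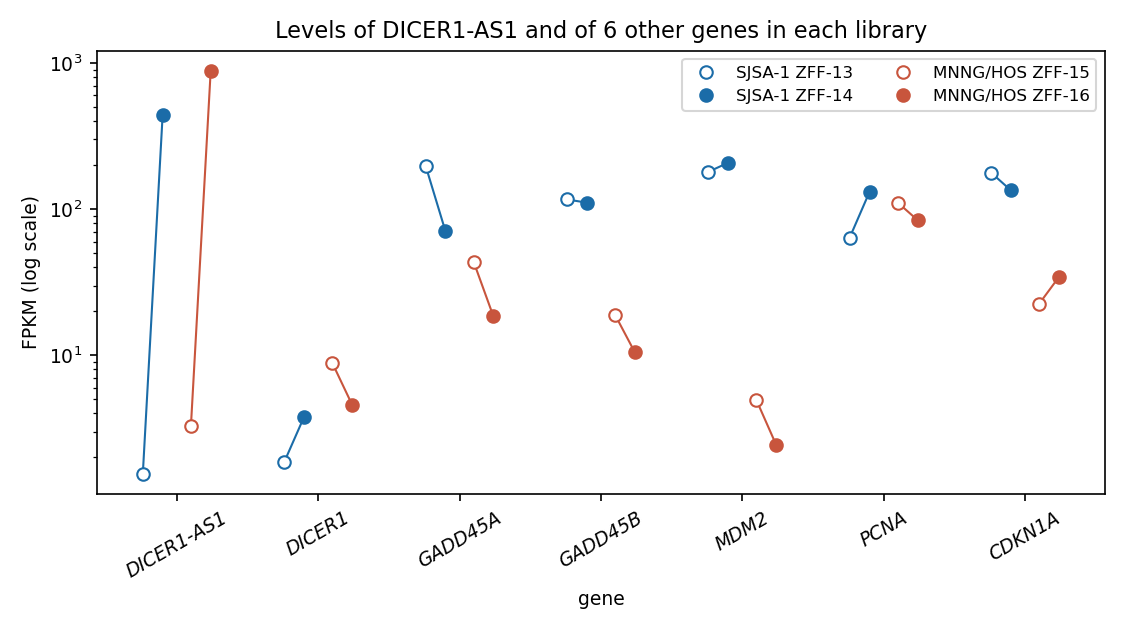
FPKM (log scale) of DICER1-AS1 and 6 other genes chosen beforehand, with an open circle for ZFF-13 or ZFF-15, a filled circle for ZFF-14 or ZFF-16, and a line joining the 2 libraries of a cell line. DICER1-AS1 stood at 1.55 and 3.26 FPKM in ZFF-13 and ZFF-15 and at 438 and 881 FPKM in ZFF-14 and ZFF-16, and GADD45A was lower in ZFF-14 and ZFF-16 than in the other library of its line.

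The first comparison asked which genes differed between the 2 SJSA-1 libraries. In ZFF-14, E2F and G1/S genes and heat shock genes lay above random lists, and genes of the integrated stress response, NF-kB targets and interferon-stimulated genes lay below them. GADD45A (Entrez gene 1647), the growth arrest and DNA damage gene on which the study focused, was 198 FPKM in ZFF-13 and 70.9 FPKM in ZFF-14, a log2 ratio of -1.48. Within each line, single genes are ranked among those with an official symbol and at least 2 FPKM in the higher library. The largest ratios after DICER1-AS1 were those of MCM5, a subunit of the replicative helicase, at 7.98 and 58.2 FPKM (7.21-fold), FBXO9 at 1.47 and 10.9 FPKM, SPAG7 at 3.10 and 21.3 FPKM, and the chaperone HSPA8 at 66.4 and 409.7 FPKM (6.17-fold). FSCN1, which bundles actin, was 15.4 and 75.8 FPKM, HSPA1A 2.74 and 12.7 FPKM, and ACTC1 0.99 and 4.54 FPKM.

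The lowest ratios were those of BOLA2 and BOLA2B, near-identical copies listed with the same values (5.87 FPKM in ZFF-13 and 0.38 in ZFF-14), so reads from the copies were not told apart. The interferon-induced OAS2 followed at 11.2 and 0.97 FPKM and ISG20 at 4.61 and 0.40 FPKM. The chemokine CXCL11 was 2.96 and 0.24 FPKM, LCN2 2.41 and 0.18 FPKM, the peptide hormone gene ADM2 32.9 and 3.59 FPKM, and the cytokine TNF 6.49 and 0.65 FPKM.

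Of 12150 genes with at least 1 FPKM in the higher library, 248 were at least 2-fold higher in ZFF-14 and 693 at least 2-fold lower, so that 73.6% of the 941 differing genes were lower. The median log2 ratio of all genes considered was -0.07. The authors' deposited table marked 308 genes as higher and 868 as lower, by a rule that takes in genes at any level.

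Gene lists fixed beforehand were each set against 10000 random lists of the same size and similar expression, as a description of these libraries. Of 32 E2F and G1/S genes considered, 17 were higher in ZFF-14 and 0 lower, with a median log2 ratio of 1.02 against a 95% range of -0.22 to 0.12 for random lists. Among them were the helicase subunits MCM4 (24.2 and 70.7 FPKM) and MCM7 (29.3 and 67.8 FPKM), the sliding clamp PCNA (63.8 and 131 FPKM) and the flap endonuclease FEN1 (30.2 and 61.9 FPKM). The 30 G2/M genes had a median of 0.54, and 3 of them were higher, CDC20, KIF20A and BUB1. Of 15 heat shock genes 4 were higher and 0 lower, with a median of 0.71. These were HSPA8, HSP90AA1 (85.7 and 198 FPKM), HSPA1B (25.8 and 78.6 FPKM) and HSPA1A, and reads of HSPA1A and HSPA1B may be shared because their sequences are nearly the same.

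Of 35 genes of the integrated stress response, the program run by ATF4 and CHOP, 27 were lower in ZFF-14 and 0 higher, with a median of -1.39. CHOP itself, DDIT3, was 1604 and 342 FPKM, the amino acid transporter subunit SLC3A2 was 534 and 229 FPKM, PPP1R15A 441 and 187 FPKM and SHMT2 306 and 126 FPKM. Of 25 NF-kB targets 22 were lower and 0 higher, with a median of -2.0. Among them the adhesion molecule ICAM1 was 319 and 79.7 FPKM, CXCL8 209 and 32.4 FPKM, CCL2 102 and 25.3 FPKM and IL6 87.7 and 10.0 FPKM. Of 42 interferon-stimulated genes 31 were lower and 0 higher, with a median of -1.59, led in level by ISG15 (174 and 75 FPKM), IFI27 (163 and 51.5 FPKM), IFI16 (116 and 41.5 FPKM) and IFI6 (68.6 and 26.3 FPKM).

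Other genes chosen beforehand differed less. CDKN1A, an inhibitor of cyclin-dependent kinases, was 177 and 134 FPKM, MDM2 180 and 207 FPKM and GADD45B 116 and 111 FPKM, none of them a 2-fold difference.

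**Figure D2:**
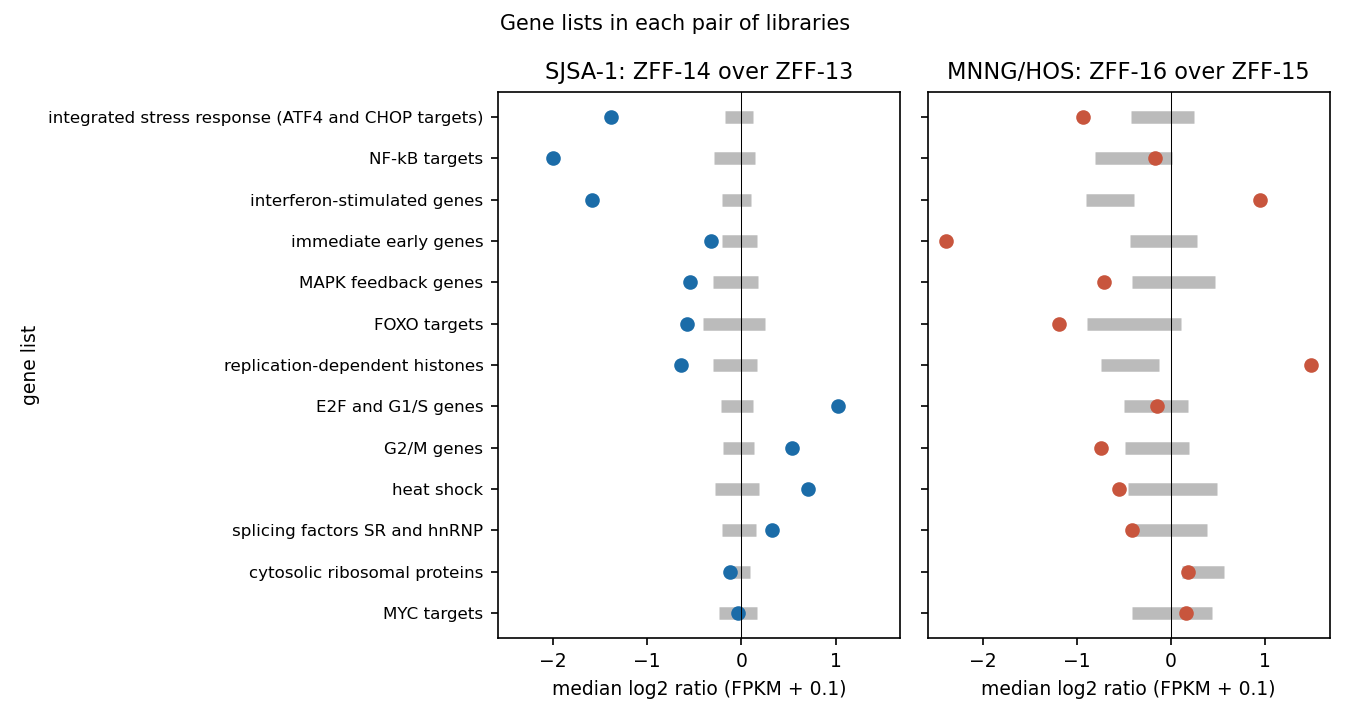
Median log2 ratio of 13 gene lists (dots) in SJSA-1 (ZFF-14 over ZFF-13) and MNNG/HOS (ZFF-16 over ZFF-15), with grey bars for the 95% range of 10000 random lists of similar expression. Integrated stress response genes lay below the range in both lines (-1.39 and -0.93), and interferon-stimulated genes lay below it in SJSA-1 (-1.59) and above it in MNNG/HOS (0.94).

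The second comparison asked which genes differed between the 2 MNNG/HOS libraries. In ZFF-16, immediate early genes were far lower, integrated stress response genes were lower, and interferon-stimulated genes and replication-dependent histone genes were higher. The AP-1 subunit FOS was 371 FPKM in ZFF-15 and 1.32 FPKM in ZFF-16, 261-fold lower, and FOSB was 97.8 and 0.33 FPKM, 228-fold lower. EGR1 was 679 and 19.6 FPKM, NR4A2 6.85 and 0.13 FPKM, ATF3 25.2 and 0.74 FPKM and the phosphatase gene DUSP1 104 and 4.03 FPKM. The nuclear noncoding RNA MALAT1 was 49.8 and 2.17 FPKM and LINC-PINT 2.95 and 0.08 FPKM. GADD45A was 43.6 FPKM in ZFF-15 and 18.4 FPKM in ZFF-16, a log2 ratio of -1.24. It was -0.80, under 2-fold, once the ratios were centred on their median, and -1.15, still past 2-fold, when they were adjusted for GC content and length.

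The largest ratios after DICER1-AS1 were led by RARRES3 (0.18 and 10.3 FPKM) and the interferon-stimulated genes OASL (1.49 and 58.3 FPKM, 36.7-fold), ISG15 (22.0 and 398 FPKM, 18.0-fold, or 8.76-fold with the trend in GC content and length described below taken off) and IFIT3 (1.01 and 14.2 FPKM). The protease inhibitor gene A2M was 0.19 and 3.58 FPKM. HIST2H4B, a histone gene with near-identical copies, and the read-through gene TMEM189-UBE2V1 were listed at the floor of 0.01 FPKM in ZFF-15 and at 4.11 and 2.52 FPKM in ZFF-16, so no fold is given for them.

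Of 11664 genes considered, 638 were at least 2-fold higher in ZFF-16 and 2204 at least 2-fold lower, and 77.6% of the 2842 differing genes were lower. The median log2 ratio was -0.49. When the ratios were centred on their median, a shift of -0.44 among genes with at least 1 FPKM in both libraries, the split turned to 1462 higher and 682 lower (31.8% lower). The ratio also followed the make-up of the transcripts, with a Spearman correlation across genes of 0.57 with GC content and -0.40 with length (genes are not independent replicates). The 10% of genes with the lowest GC content (median 37.4%) had a median log2 ratio of -0.91, and the 10% with the highest (64.6%) had a median of 0.45. GC content and length together accounted for 37.8% of the variance of the ratios in MNNG/HOS and for 3.9% in SJSA-1. After both were taken off, 375 genes were higher and 634 lower. The authors' deposited table marked 675 genes as higher and 2942 as lower.

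**Figure D3:**
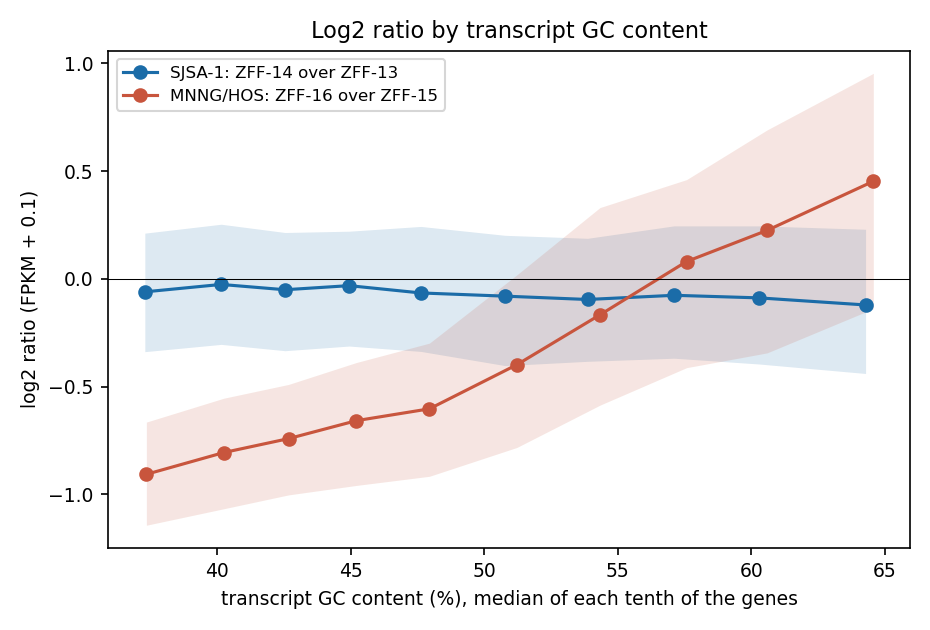
Median log2 ratio (lines) and interquartile range (shading) of genes in 10 equal groups by transcript GC content (%), for SJSA-1 (ZFF-14 over ZFF-13) and MNNG/HOS (ZFF-16 over ZFF-15). The MNNG/HOS ratio climbs from -0.91 in the lowest group to 0.45 in the highest, whereas the SJSA-1 ratio is -0.06 and -0.12 there.

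List medians in MNNG/HOS are read against random lists of similar expression, not against the median of -0.49 for all genes considered. The range of random lists was -0.44 to 0.27 for immediate early genes and -0.43 to 0.24 for integrated stress response genes. It was -0.9 to -0.39 for interferon-stimulated genes and -0.74 to -0.13 for histone genes. For G2/M genes it was -0.49 to 0.19, and for E2F and G1/S genes -0.5 to 0.18. The value adjusted for GC content and length is given beside each list median. Of 30 immediate early genes 23 were lower in ZFF-16 and 0 higher, with a median of -2.39 (adjusted -2.05). Besides FOS and EGR1, the most abundant were CYR61 (397 and 65.8 FPKM) and IER2 (162 and 64.2 FPKM). Of 33 integrated stress response genes 16 were lower and 0 higher, with a median of -0.93 (adjusted -0.62). DDIT4 was 177 and 27.3 FPKM, ASNS, which makes asparagine, 104 and 13.6 FPKM, PPP1R15A 114.5 and 40.4 FPKM and PSAT1 141 and 60.8 FPKM.

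Of 30 interferon-stimulated genes 14 were higher and 1 lower, with a median of 0.94 (adjusted 1.17). The immunoproteasome subunit PSMB8 was 10.7 and 25.2 FPKM, and STAT2, named after its value was seen, was the lower member. All 24 histone genes considered had ratios above 0, 16 of them by at least 2-fold, with a median of 1.49 (adjusted 0.67). HIST1H1B was 4.74 and 44.0 FPKM and HIST1H1E 19.5 and 58.5 FPKM, although reads may be shared among the copies of this family.

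The 30 G2/M genes had a median of -0.74 with 6 lower, among them MKI67 (56.7 and 26.0 FPKM) and CDK1 (23.7 and 11.4 FPKM), but the adjusted median was -0.06, inside the range of random lists. The 30 E2F and G1/S genes had a median of -0.15, which turned to 0.29 after adjustment, and 2 were higher, TK1 (43.9 and 102 FPKM) and E2F1 (29.7 and 60.4 FPKM), each under 2-fold after adjustment (log2 ratios 0.84 and 0.81). CDKN1A was 22.5 and 34.3 FPKM, MDM2 4.94 and 2.44 FPKM and GADD45B 18.9 and 10.5 FPKM, and PCNA was 111 and 84.1 FPKM, a log2 ratio of -0.40 that was 0.04 once the ratios were centred.

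The third comparison asked which genes differed in the same direction in both lines. The study screened genes that differed in both lines for the cell cycle/pRb-E2F pathway to arrive at GADD45A. It then measured GADD45A by qRT-PCR and western blot. Integrated stress response genes lay below random lists in both ZFF-14 and ZFF-16. So did immediate early genes (3 of 25 lower in ZFF-14, median -0.32, and 23 of 30 in ZFF-16, median -2.39), MAPK feedback genes (4 of 17, -0.55, and 7 of 16, -0.71) and FOXO targets (3 of 11, -0.58, and 7 of 10, -1.19), before and after adjustment. Some lists share members and are not independent. EGR1, DUSP5, DUSP6, IER3 and FOSL1 are immediate early and MAPK feedback genes, and ATF3 is an immediate early and integrated stress response gene. The asparagine synthetase gene ASNS was 99.0 FPKM in ZFF-13, 25.7 in ZFF-14, 104 in ZFF-15 and 13.6 in ZFF-16. DDIT3 was 1604, 342, 12.4 and 2.77 FPKM in the same order, DDIT4 67.6, 16.2, 177 and 27.3 FPKM, and CTH, of cysteine synthesis, 9.47, 2.06, 8.82 and 1.46 FPKM. The chemokine CXCL2 (37.3, 6.38, 5.75 and 0.61 FPKM), the transcription factor KLF4 (13.4, 2.81, 15.5 and 3.41 FPKM), MIR503HG (3.36, 0.81, 3.33 and 0.32 FPKM) and ALDH1L2 (11.6, 3.25, 4.23 and 0.48 FPKM) completed the 8 with the largest shared difference.

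GADD45A was among the genes lower in both, with smaller ratios than these 8, and in ZFF-16 it was under 2-fold with centred ratios and past 2-fold with ratios adjusted for GC content and length. Besides DICER1-AS1, the genes higher in both with at least 2 FPKM in the higher library of each line were led by TUBB3, with log2 ratios of 1.62 and 1.23, DCTPP1 (1.03 and 1.42), GALK1 (1.01 and 1.11), PDXP (1.01 and 1.47) and SDF2L1 (1.01 and 1.02). After adjustment for GC content and length, TUBB3, GALK1 and SDF2L1 were less than 2-fold higher in ZFF-16. TUBB3 belongs to a family of similar tubulin genes.

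Among 10588 genes considered in both lines, 110 were lower in both, where independent lists would give 77.6, and 12 were higher in both, where they would give 10.5. Another 57 were lower in ZFF-14 and higher in ZFF-16 (21.9 for independent lists) and 38 were higher in ZFF-14 and lower in ZFF-16 (37.1). Adjusted for GC content and length, 52 genes were lower in both (13.9 for independent lists) and 34 were lower in ZFF-14 and higher in ZFF-16 (9.2). Across genes the 2 ratios had a Pearson correlation of -0.037 and a Spearman correlation of -0.043. Genes in the interval just below 0 in MNNG/HOS are in none of these numbers.

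**Figure D4:**
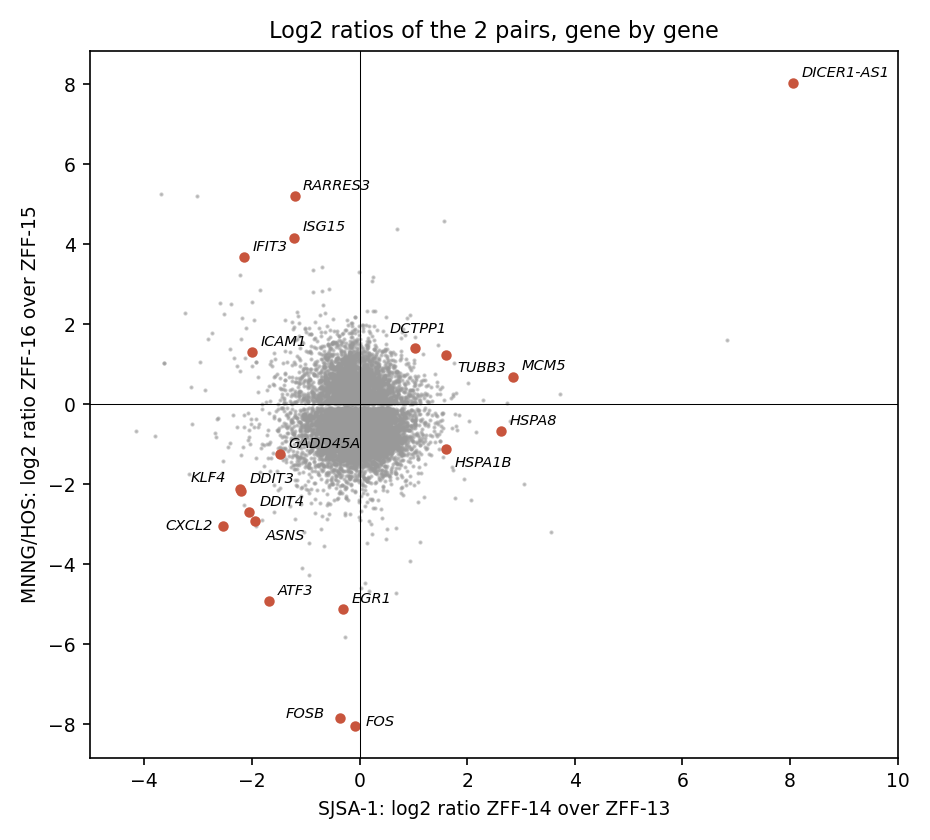
Log2 ratio of each gene in SJSA-1 (ZFF-14 over ZFF-13, horizontal) against MNNG/HOS (ZFF-16 over ZFF-15, vertical) for 10588 genes with at least 1 FPKM in both lines, with named genes in red. The cloud shows hardly any slope (Pearson -0.037), DICER1-AS1 stands alone at 8.05 and 8.04, and the empty band just below 0 on the vertical axis is the interval not analysed here.

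The last comparison set the 2 SJSA-1 libraries against the 2 MNNG/HOS libraries with limma, as a check of the identity of the lines. Some of the genes listed for the amplified MDM2 region were among those that separated the lines. CDK4 averaged 1780 FPKM in SJSA-1 and 96.0 in MNNG/HOS (log2 ratio 4.26 ± 0.415, SE, n = 2 per line), MDM2 194 and 3.69 FPKM (5.75 ± 0.415), and OS9 2270 and 68.5 FPKM (5.06 ± 0.414). The hedgehog effector GLI1 averaged 300 and 0.23 FPKM (9.91 ± 0.493). Every SE given for this comparison rests on a trend of spread with level across all genes, not on the gene's own libraries. Of 16 amplicon genes tested, 10 were higher in SJSA-1 and 0 lower. Those not called were CYP27B1 (log2 ratio 1.24), RAP1B (0.88), SLC35E3 (-0.06), CCT2 (-0.26), NUP107 (-0.35) and YEATS4 (-0.7).

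Outside that region, genes with large ratios in favour of SJSA-1 were COL1A2 (12.11 ± 0.501), LUM (11.42 ± 0.523), ALPL (11.41 ± 0.489), TMEM119 (11.54 ± 0.514), CD248 (10.72 ± 0.427), COL11A1 (10.37 ± 0.576) and KRT17 (12.43 ± 0.485). MNNG/HOS had the higher levels of CYBA (-11.13 ± 0.524), FOXR1 (-9.75 ± 0.569), FABP5 (-9.47 ± 0.526), the tumour antigen PRAME (-9.41 ± 0.592), PRSS3 (-9.23 ± 0.571), VGF (-9.07 ± 0.538), BARX1 (-8.37 ± 0.585) and AEBP1 (-8.19 ± 0.602). Apart from CD248 (0.475 FPKM), each of these genes averaged 0.165 FPKM or less in the other line. Their ratios therefore depend on the added 0.1 FPKM. COL11A1 was at the floor of 0.01 FPKM in ZFF-15 and ZFF-16.

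Of 11907 genes tested, 2411 were higher and 1698 lower in SJSA-1 at a Benjamini-Hochberg adjusted p of 0.05 and at least 2-fold. Without ZFF-13 these counts were 268 and 560, without ZFF-14 346 and 517, and without ZFF-15 3838 and 1388. The spread within a line holds the difference between its 2 libraries as well as noise, and the lines come from separate tables, although each library was scaled on its own reads and the 15607 shared genes had the same length in both.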

Values the study reported

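The study reported that the RNA level of GADD45A with overexpressed DICER1-AS1, divided by that with the control vector, was 0.42294 in MNNG/HOS and 0.35728 in SJSA-1. For MNNG/HOS the same ratio was 0.00356 for FOS and 0.00337 for FOSB. After rounding, these RNA ratios equal those of the later over the earlier library of each line in the deposited FPKM. They are therefore not a separate measurement, and no library was assigned to an arm from them. For the cell cycle/pRb-E2F pathway, the activity listed for E2F/DP1 with overexpressed DICER1-AS1 relative to control was 0.331 and 0.219 in SJSA-1 and 0.426 and 0.736 in MNNG/HOS, in independent experiments. This activity is another measure than the RNA levels given here. In RNA, the E2F and G1/S genes lay above random lists in ZFF-14 and inside their range in ZFF-16.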

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

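The tests of technical explanations in this part, on the most abundant genes, on transcript GC content and length, on growth and on RNA of the other line, were chosen after the results were seen.

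Several gene groups lay on opposite sides in the lines, above random lists in 1 line and below them in the other. The difference between the lines was not tested, since each line has 1 library on each side. In MNNG/HOS the median log2 ratio was -0.74 for G2/M genes, -1.06 for Notch targets, -0.55 for heat shock genes, 0.94 for interferon-stimulated genes, 1.49 for replication-dependent histones and -0.42 for splicing factors. In SJSA-1 the same lists had medians of 0.54, 0.36, 0.71, -1.59, -0.64 and 0.32. After adjustment for GC content and length, 3 of these 6 lists still lay on opposite sides of the random lists, namely heat shock, interferon-stimulated and histone genes.

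Single genes of the named set also went opposite ways by at least 2-fold, 19 in all. Higher in ZFF-16 and lower in ZFF-14 were OASL (log2 ratio 5.20 in MNNG/HOS), RARRES3 (5.21), ISG15 (4.17), IFIT3 (3.69), ISG20 (2.28), IFI6 (1.34), CXCL1 (1.90), ICAM1 (1.30), RELB (1.05), KRT7 (1.62), MT1X (1.06), ROBO4 (1.06), BOLA2 and BOLA2B (1.04 each). The histone genes HIST1H1D (2.87), HIST1H4H (1.89), HIST2H2AC (2.03) and HIST2H4B (5.26, a size set by the added 0.1 FPKM, as it is listed at the floor in ZFF-15) did the same. HSPA1B was the gene that went the other way, with -1.10 in MNNG/HOS. After adjustment for GC content and length 9 of the 19 still went opposite ways by at least 2-fold, and the other 10, among them ISG15, RARRES3, IFI6, RELB, KRT7 and MT1X, fell under 2-fold in at least 1 line.

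In MNNG/HOS 2204 genes were lower and 638 higher in ZFF-16. Reads taken by the 50 most abundant genes are argued against as the main cause. Leaving them out of both totals moved the median ratio only to -0.39. The ratio also rose with level, with a Spearman correlation across genes of 0.46 against 0.11 in SJSA-1. Whether abundant genes beyond these 50 took more of the reads was not tested. Of 1403 genes at least 2-fold above the median ratio, 325 (23.2%) stayed so after the trend with GC content and length was taken off, so that trend may account for most of this side. Of 573 genes at least 2-fold below the median, 352 (61.4%) stayed so, which argues against the trend as the whole cause for these genes. Of the 2204 genes lower before centring, 513 (23.3%) stayed at least 2-fold lower after adjustment for GC content and length. Of the 638 higher genes 246 (38.6%) stayed at least 2-fold higher. That adjustment also centres the ratios. A difference in RNA quality or library preparation and an effect of DICER1-AS1 both stay open and untested, as no library was assigned to an arm and each side of the ratio has 1 library.

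Integrated stress response genes were lower in the later library of both lines. The trend with GC content and length is argued against, since the adjusted medians of -0.62 in MNNG/HOS and -1.31 in SJSA-1 both lay below the random lists. Faster growth of both later cultures could not be decided. The adjusted E2F and G1/S genes stood at percentile 100 in SJSA-1 and at 97.29 in MNNG/HOS, just inside the range, while the MNNG/HOS G2/M genes stood at percentile 4.03 after adjustment. Before adjustment the MNNG/HOS percentiles of these lists were 65.94 and 0. Fresher medium in 1 culture of each line and an effect of DICER1-AS1 also stay open and were not tested.

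Interferon-stimulated genes were lower in ZFF-14 and higher in ZFF-16. The trend with GC content and length is argued against, with adjusted medians of 1.17 in MNNG/HOS and -1.41 in SJSA-1 on opposite sides of the random lists. RNA of the other line is argued against too, since the other line's 8 most specific genes reached a median of 0.078% of their own level in ZFF-14 and 0.018% in ZFF-16. A response of the cells to lentivirus that differs by culture, and an effect of DICER1-AS1 that differs by line, stay open and untested.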

How the results depend on the processing

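Trimmed-mean scaling, the adjustments for GC content, length and level, the authors' marks, a pseudocount of 1 between the lines and the placing of genes in the empty interval of MNNG/HOS ratios were chosen after the data were seen; the other alternatives were planned. No paired analysis was run. The labels do not pair a library of 1 line with a library of the other, and the comparisons within a line rest on no test. FPKM as deposited is already scaled to the library total, so scaling to the total and the authors' FPKM coincide with the values reported, and those that need counts (DESeq2, edgeR, 5 reads added) were not run.

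In SJSA-1 the 248 higher and 693 lower genes became 137 and 369 with a pseudocount of 1, 373 and 1089 with no minimum level, 968 and 1787 at 1.5-fold and 18 and 124 at 4-fold, and the lower genes were 425 with at least 200 estimated reads and 438 after adjustment for GC content, length and level. In MNNG/HOS the 638 higher and 2204 lower genes became 1462 and 682 with median-ratio scaling, 1384 and 728 when that median took in 387 genes placed in the empty interval, 1371 and 735 with trimmed-mean scaling, 1412 and 5183 at 1.5-fold, 73 and 203 at 4-fold, 375 and 634 after adjustment for GC content and length and 409 and 445 with level as well. The lower genes there were 940 with a pseudocount of 1. In no alternative was a gene called in the direction opposite to its call here.

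The 110 genes lower in both lines (77.6 for independent lists) became 46 (17.4) with median-ratio and 49 (19.7) with trimmed-mean scaling, 40 (19.8) with a pseudocount of 1, 217 (183.7) with no minimum level, 66 (39.9) with at least 200 estimated reads, 52 (13.9) after adjustment for GC content and length, 36 (9.6) with level as well and 163 (146.2) by the authors' marks. Set against independent lists, the overlap thus ran from 1.11 times by the authors' marks to 3.77 times with GC content, length and level taken off, with 1.42 times here. The 12 higher in both became 28 and 23 with median-ratio and trimmed-mean scaling, 3 with a pseudocount of 1, 22 with no minimum level and 7 with at least 200 estimated reads. The 57 lower in ZFF-14 and higher in ZFF-16 became 31 with a pseudocount of 1, 93 with no minimum level, 24 with at least 200 estimated reads and 34 after adjustment for GC content and length. The 38 that went the other way became 20 and 17 with median-ratio and trimmed-mean scaling, 8 with a pseudocount of 1, 84 with no minimum level, 21 with at least 200 estimated reads, 11 after adjustment for GC content and length, 12 with level as well and 69 by the authors' marks. The Pearson correlation of the 2 ratios, -0.04, became -0.02 with at least 200 estimated reads, 0.05 after adjustment for GC content and length and 0.01 with level as well. A stricter minimum or fold leaves fewer genes by construction, and the cause of the other differences was not tested.

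Leaving out a library moved the genes higher in SJSA-1 than in MNNG/HOS between 268 (without ZFF-13) and 3838 (without ZFF-15), with 346 without ZFF-14, and those lower between 517 (without ZFF-14) and 1388, with 560 without ZFF-13. The lone library of a line is then assumed to vary like the other line, with 1 residual degree of freedom. With GC content and length taken off, which also centres the ratios on their median, 18 of 39 list medians in MNNG/HOS and 3 of 38 in SJSA-1 changed sign. With median-ratio scaling 13 and 5 did. Of the 12 MNNG/HOS lists outside the random lists, the splicing factors alone changed sign, from -0.42 to 0.02 with median-ratio scaling and to 0.22 with GC content and length taken off. Of the named genes called lower in MNNG/HOS, ERCC4 turned to 0.10 with GC content, length and level taken off, and TNRC6B turned to 0.09 and 0.16 with GC content and length and with level as well. Placing genes in the empty interval left all 39 MNNG/HOS lists on the same side of their random lists. With GC content and length taken off, 63 of 77 list results stayed as they were, 10 came to lie outside the random lists and 4 to lie inside. Of 282 single gene results, 227 kept their call with median-ratio scaling, 47 fell under 2-fold, 3 passed it and 5 that were not called changed sign. Among those that fell was GADD45A in MNNG/HOS, from -1.24 to -0.80 (-0.84 with trimmed-mean scaling), while it stayed past 2-fold with GC content and length taken off (-1.15). Depth limits genes near 1 FPKM, where the counting error of a level is 11.2% to 12.1%.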

Other observations

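The adjustment for GC content and length used in this part was chosen after the data were seen. Further lists fixed beforehand stood apart in SJSA-1. Of 17 feedback genes of the MAPK pathway 4 were lower in ZFF-14 and 0 higher, with a median log2 ratio of -0.55, among them PHLDA1 (27.5 and 12.4 FPKM) and ETV5 (27.1 and 12.2 FPKM). Of 7 host genes of small nucleolar RNAs 4 were lower, with a median of -1.01, and GAS5, whose RNA is degraded during translation, was 104 and 36.2 FPKM. The 16 glycolysis genes had a median of 0.43 and the 22 cholesterol synthesis genes one of 0.29, both above the random lists, with the glycolysis gene PGAM1 (107 and 216 FPKM) at least 2-fold higher. The 20 genes of the unfolded protein response had a median of 0.30, while 3 of them were lower by at least 2-fold, the chaperone HSPA5 (491 and 236 FPKM), XBP1 (182 and 68.8 FPKM) and HERPUD1 (86.0 and 26.5 FPKM), and SDF2L1 was higher. ACTB, often taken as a reference gene, was 1309 FPKM in ZFF-13 and 3288 FPKM in ZFF-14.

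In MNNG/HOS the 10 cAMP and CREB targets had a median of -1.89 (adjusted for GC content and length -1.68), with NR4A1 at 45.5 and 5.19 FPKM and SIK1 at 7.96 and 1.01 FPKM. This list shares NR4A1, NR4A2, NR4A3, FOSB and DUSP1 with the immediate early genes. The 8 Notch targets had a median of -1.06 (adjusted -1.01). HES1 was 175 and 17 FPKM, HEY1 17.6 and 5.29 FPKM and MYC, which belongs to other lists as well, 26.2 and 4.91 FPKM. The 10 FOXO targets had a median of -1.19 (adjusted -0.75), with 7 lower and IRS2 at 4.90 and 1.08 FPKM. Of 16 MAPK feedback genes 7 were lower, with a median of -0.71 (adjusted -0.38), among them DUSP6 (112 and 16.7 FPKM) and SPRY2 (73.7 and 25.7 FPKM). Of 52 ribosomal protein genes 10 were higher and 0 lower, and RPS2 was 5944 and 15822 FPKM. Their median of 0.18 lay inside the random lists and turned to -0.17 after adjustment. GAPDH was 6072 FPKM in ZFF-15 and 12176 FPKM in ZFF-16. PSAT1, HIST1H1E, MKI67, CDK1, SPRY2, RPS2 and GAPDH in MNNG/HOS fell under 2-fold with GC content and length taken off, as did ISG15 in SJSA-1. This is not a full list of the genes named so far that did so, and some others are given above.

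The miR-34a targets, the drug genes and the apoptosis regulators did not stand apart before adjustment. The 22 miR-34a targets considered in SJSA-1 had a median of -0.24 at percentile 3.05 (adjusted -0.28, below the random lists), and the 21 in MNNG/HOS one of -0.57 at percentile 12.74 (adjusted 0.11). The 27 genes of drug transport and drug metabolism had medians of -0.18 in SJSA-1 (percentile 10.17, adjusted percentile 1.15) and -0.31 in MNNG/HOS (percentile 67.64, adjusted median 0.18). Of 28 apoptosis regulators in SJSA-1 8 were lower and 0 higher, with a median of -0.27 at percentile 2.86 (adjusted -0.25, below the random lists). Of 22 in MNNG/HOS 5 were lower and 2 higher, with a median of -0.58 at percentile 21.44 (adjusted -0.07).

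Retina and erythroid markers were low. Since the extraction label mentions retinas, retina markers were looked at, and of the 15 listed for each line 2 reached 1 FPKM in SJSA-1 and 5 in MNNG/HOS. ROM1 was 5.20, 4.51, 1.09 and 2.88 FPKM in ZFF-13 to ZFF-16. None of the erythroid markers listed reached 1 FPKM in either line.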
